# Regulatory network of inflammation downstream of proteinase-activated receptors

**DOI:** 10.1186/1472-6793-7-3

**Published:** 2007-03-30

**Authors:** Ricardo Saban, Michael R D'Andrea, Patricia Andrade-Gordon, Claudia K Derian, Igor Dozmorov, Michael A Ihnat, Robert E Hurst, Cindy Simpson, Marcia R Saban

## Abstract

**Background:**

Protease-activated receptors (PAR) are present in the urinary bladder, and their expression is altered in response to inflammation. PARs are a unique class of G protein-coupled that carry their own ligands, which remain cryptic until unmasked by proteolytic cleavage. Although the canonical signal transduction pathway downstream of PAR activation and coupling with various G proteins is known and leads to the rapid transcription of genes involved in inflammation, the effect of PAR activation on the downstream transcriptome is unknown.

We have shown that intravesical administration of PAR-activating peptides leads to an inflammatory reaction characterized by edema and granulocyte infiltration. Moreover, the inflammatory response to intravesical instillation of known pro-inflammatory stimuli such as *E. coli *lipopolysaccharide (LPS), substance P (SP), and antigen was strongly attenuated by PAR1- and to a lesser extent by PAR2-deficiency.

**Results:**

Here, cDNA array experiments determined inflammatory genes whose expression is dependent on PAR1 activation. For this purpose, we compared the alteration in gene expression in wild type and PAR1^-/- ^mice induced by classical pro-inflammatory stimuli (LPS, SP, and antigen). 75 transcripts were considered to be dependent on PAR-1 activation and further annotated *in silico *by Ingenuity Pathways Analysis (IPA) and gene ontology (GO). Selected transcripts were target validated by quantitative PCR (Q-PCR). Among PAR1-dependent transcripts, the following have been implicated in the inflammatory process: *b2m, ccl7, cd200, cd63, cdbpd, cfl1, dusp1, fkbp1a, fth1, hspb1, marcksl1, mmp2, myo5a, nfkbia, pax1, plaur, ppia, ptpn1, ptprcap, s100a10, sim2*, and *tnfaip2*. However, a balanced response to signals of injury requires a transient cellular activation of a panel of genes together with inhibitory systems that temper the overwhelming inflammation. In this context, the activation of genes such as *dusp1 *and *nfkbia *seems to counter-balance the inflammatory response to PAR activation by limiting prolonged activation of p38 MAPK and increased cytokine production. In contrast, transcripts such as *arf6 and dcnt1 *that are involved in the mechanism of PAR re-sensitization would tend to perpetuate the inflammatory reaction in response to common pro-inflammatory stimuli.

**Conclusion:**

The combination of cDNA array results and genomic networks reveals an overriding participation of PAR1 in bladder inflammation, provides a working model for the involvement of downstream signaling, and evokes testable hypotheses regarding the transcriptome downstream of PAR1 activation.

It remains to be determined whether or not mechanisms targeting PAR1 gene silencing or PAR1 blockade will ameliorate the clinical manifestation of cystitis.

## Background

In general, inflammation plays a role in most bladder pathologies, including bladder cancer [1-4], and represents a defensive reaction to injury caused by physical damage, chemical substances, micro-organisms, or other agents [1,2]. In particular, neurogenic bladder inflammation involves the participation of mast cells and sensory nerves. We previously presented evidence indicating a key role for mast cells and their products in bladder inflammation [5-7]. As a consequence of inflammation, products of mast cell degranulation such as tryptase can be found in the urine of both bladder cancer and cystitis patients [8]. In addition to tryptase, other serine proteases such as thrombin and trypsin are produced during tissue damage and make important contributions to tissue responses to injury, repair, cell survival, inflammation [9-12], and pain [13-17]. Tissue responses to these enzymes are modulated by protease-activated receptors (PARs), a unique class of G protein-coupled receptors that use a fascinating mechanism to convert an extracellular proteolytic cleavage event into a trans-membrane signal. These receptors carry their own ligands, which remain cryptic until unmasked by receptor cleavage (for a review, please see references [13,16,18,19]).

In order to better understand the role of PARs in cystitis, we used a well established mouse model [20-22] to determine the relative effect of PAR-specific peptide agonists. Comparison of inflammatory responses in wild type, PAR1- and PAR2-deficient mice, revealed a mandatory role of PAR1 and, to a lesser extent, PAR2 in mediating bladder responses to a variety of pro-inflammatory stimuli [23].

Four PARs have been cloned to date, and all four PARs are co-expressed in the mouse bladder urothelium [24], with PAR2 and PAR3 being the most abundant in the bladder epithelial layer. In addition to the urothelium, PAR1 and PAR2 are also expressed in mouse detrusor muscle, and PAR4 is expressed in mouse peripheral nerves and plexus cell bodies [24]. Similarly, in rats PAR2, 3, and 4 are expressed in urothelium, detrusor muscle, and bladder nerve fibers, and bladder afferent cells in dorsal root ganglia express PAR2 to 4 [25]. Confocal microscopy has revealed the co-localization of PAR2, 3, and 4 with protein gene products 9.5 and vanilloid receptor 1, suggesting that PARs are distributed in C-fiber bladder nerves [25].

In addition, PARs are differentially modulated during mouse bladder inflammation. Urothelial PAR2 and, to a lesser extent, PAR1 are down-regulated in acute inflammation, whereas PAR3 and PAR4 are up-regulated [24]. Bladder fibroblasts were found to present a clear demarcation in PAR expression in response to acute and chronic inflammation [24]. Additional evidence for the participation of PARs in the bladder inflammatory response was the finding that known pro-inflammatory stimuli such as LPS, substance P, and antigen challenge induce an increase in PAR4 RNA within four hours [20]. Upregulation of PAR protein levels has been shown to be part of rat bladder responses to cyclophosphamide [25]. Since PAR1 is well represented in the urinary bladder [24] and its expression is altered in bladder inflammation [24], we set forth to determine the molecular pathways downstream of PAR1 activation. For this purpose, we used a combination of gene-array technology, data mining using Ingenuity Pathways Analysis (IPA), and gene ontology (GO) annotation.

The signal transduction pathway downstream of PAR activation and coupling with various G proteins is known and leads to the rapid transcription of genes involved in inflammation [13,26]. However, the exact composition of the transcriptome downstream of PAR activation remains to be determined. Our approach revealed a cascade of PAR1-dependent transcripts involved in apoptosis, cell death, cell cycle, cell growth and proliferation, cell motility, cell-cell interaction, gene expression, immune response, inflammation, renal and urologic development and disease, hematological disease, and cancer.

The combination of cDNA arrays and *in silico *genomics network analysis reveals an overriding participation of PAR1 receptors in bladder inflammation, provides a working model for the involvement of downstream transcripts, and evokes testable hypotheses regarding the transcriptome downstream of PAR1 activation.

## Results

### Genes downstream of PAR1 activation

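Gene expression was measured on 10 Clontech Atlas mouse plastic 5 K arrays, each hybridized with the radioactively labelled cDNA of a pool of 8 bladders. WT mice and PAR1-/- mice, in which the gene of the thrombin receptor PAR1 (F2r) is disrupted, had been instilled with saline, with LPS (the outer membrane lipopolysaccharide of Gram-negative bacteria) or with SP (a neuropeptide of sensory nerves). The LPS and SP arrays are from 4 and 24 h after instillation. The saline arrays, 1 per genotype, are from 24 h, so the ratios at 4 h also compare with saline at 24 h. LPS was given at 100 μg/ml. The methods give 10 μM SP for all mice, and the sample labels give 10 μM for the WT arrays and 20 μM for the PAR1-/- arrays. Every condition has 1 array. A ratio between 2 arrays therefore carries no p-value, and the spread between pools of the same condition is not known.
The authors quantified the spots with AtlasImage software. The deposited values are scores, standardized for each gene over the 10 arrays, so they hold neither the level of a gene nor the size of its change. The whole-number intensities from which the scores were made were recovered for 4794 of 5030 probes (95.3%). Before normalization, ratios within a gene do not depend on a factor common to its 10 intensities, whereas the normalized ratios and the bounds do. The naming of the probes and the order of the values were taken as given, and probes named for the same gene had a median correlation over the arrays of 0.14 (33 pairs), below the 0.33 of random pairs, which limits how far a value can be tied to its gene. The median intensity was 11 on the WT saline array and 10 on the PAR1-/- saline array. It was 10 after SP at 24 h in WT bladders and between 15 and 23 on the other 7 challenged arrays. On the WT array of LPS at 24 h, 4145 probes (86.5%) hold the value 15, and the next value used is 29.
A probe counted as above background when it lay more than 3 SD above the background mode of its array. This holds for 30.1 to 47.0% of the probes on 9 arrays and for 11.9% on the WT array of LPS at 24 h. On that array the SD rests on 12 probes below the mode, against 1123 to 1663 on the others. Values from 29 up to its threshold of 33.0 thus counted as background. The 11.9%, the background calls on that array and the choice of probes for normalization all depend on this threshold. Arrays were normalized by robust linear regression on the mean of all arrays over the 502 probes above background on every array. The authors name a robust linear regression on genes above background, and the mean as reference and the choice of probes above background on every array were made here. Values under background were then raised to the background threshold. A ratio with saline at background is thus a lower bound ("at least"), a ratio with the challenged array at background is an upper bound ("at most"), and no ratio is given where both were at background or a bound does not separate them. A gene counts as more than 3-fold higher where its ratio or lower bound is above 3, so a gene with a smaller lower bound may also have passed 3-fold. A gene counts as unaltered where no ratio or bound lies beyond 3-fold. Medians of gene groups take bounds at their value. Ratios below saline depend on the normalization, since the challenged arrays were mostly brighter: of 379 such ratios of the named genes with a value both ways, 271 lay above saline without it. On 1123 probes above background on both saline arrays, the log2 difference between WT and PAR1-/- bladders had an SD of 0.46, which is 1.38-fold, and 6 probes differed by more than 3-fold. The arrays' small number and low signal limit the precision of every ratio.
F2r itself was under background on both saline arrays, with intensities of 10 and 11 in WT and PAR1-/- bladders. In WT bladders it was 195 after LPS at 4 h, at least 8.49-fold, and 22 after SP at 4 h, which is not above background. It was 15 and 11 at 24 h after LPS and SP. In PAR1-/- bladders it was 17 and 18 after LPS at 4 and 24 h, and 51 and 21 after SP at 4 and 24 h, both above background. The part of the transcript that the probe covers is not given in the sources used here, so F2r does not check the genotype labels.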

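At 4 h after LPS, 124 genes were more than 3-fold higher than after saline in WT bladders, and after SP 86 genes were. The PAR1-/- counts were 32 and 21. At 24 h, 14 genes were up with LPS and 14 with SP in WT bladders, against 24 and 28 in PAR1-/- bladders. With LPS at 24 h, 810 probes had a ratio or bound in WT and 1824 in PAR1-/- bladders. These LPS counts therefore do not compare the genotypes on equal terms. With SP at 24 h the numbers of probes were 1814 and 1778. The WT counts at 24 h lie near the 10.8 genes that simulated unchanged arrays gave on average. Irf1, a transcription factor of the interferon response, was 3.60-fold the saline level after LPS and 3.40-fold after SP at 4 h in WT bladders. In PAR1-/- bladders it was 0.515 and 0.471 times the saline level, and 1.31-fold and 2.38-fold without normalization between arrays. The WT intensities before normalization were 19 after saline and 134 and 250 after LPS and SP at 4 h. The PAR1-/- intensities were 26, 34 and 62, so the rise of Irf1 stayed larger in WT bladders. Egr3, an immediate early transcription factor, was 3.86-fold after LPS at 4 h in WT bladders and 1.38-fold in PAR1-/- bladders.
Of the 166 genes up more than 3-fold in WT bladders in at least 1 comparison, 138 (83.1%) had no ratio or bound beyond 3-fold in the 4 comparisons of PAR1-/- bladders. With the genotypes exchanged this held for 43 of 66 genes (65.2%). Among these 138 genes, 104 were up with LPS and 65 with SP at 4 h, 38 of them with both. At 24 h, 10 were up with LPS and 12 with SP, and 117 genes were up at 4 h only. Probes without a gene name count as a gene each. The largest ratios measured on both arrays were those of Eif3a, a translation initiation factor subunit, at 16.8-fold and of Foxn1, a transcription factor of epithelial differentiation, at 12.6-fold after LPS at 4 h. Foxn1 was also 6.69-fold after SP at 4 h and 4.68-fold after LPS at 24 h. Its normalized saline level was 22.2 in WT and 107 in PAR1-/- bladders, and after SP at 4 h it was 149 and 227. For Eif3a the saline levels were 32.8 and 94.6.
For 67 of the 138 genes the WT saline array was at background, so their ratios are lower bounds. After LPS at 4 h, Tnfsf4, which encodes the costimulatory ligand of T cells OX40L, was at least 27.5-fold, and the integrin subunits Itga4 and Itga5 were at least 15.5-fold and 13.3-fold. Pcgf2 and Hoxd11, regulators of body patterning, were at least 14.0-fold and 13.4-fold, and Sufu, a repressor of hedgehog signalling, at least 13.4-fold. Saline gave Sufu a normalized level of 8.8 in WT and 110 in PAR1-/- bladders, and its levels, and with them its bound, may be off by a common factor. After SP at 4 h, Lif, a cytokine of the interleukin-6 family, was at least 27.2-fold, and Rfx5, a regulator of MHC class II genes, at least 14.5-fold. Itga4, Itga5 and Pcgf2 were above background on the WT array of LPS at 4 h and on no other array. For Rfx5 this was so of the WT array of SP at 4 h.
Both lists of WT genes at 4 h share the same saline array. They had 53 genes in common, and the PAR1-/- lists had 9. Independent lists of these lengths would share 2.22 genes in WT and 0.140 in PAR1-/- bladders. Unchanged arrays simulated against 1 saline array gave much shorter lists, of 10.8 genes on average, which shared 2.88 genes on average and 11 at most in 200 simulations, so part of the excess may come from the shared saline array. The number of genes that met both conditions was 382 with a ratio above 2, 66 where a change of 1.5-fold already counted as altered, and 22 with the arrays of 24 h only. Without normalization between arrays it was 283, of which 51 are among the 138, against 606 with the genotypes exchanged.

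**Figure D1:**
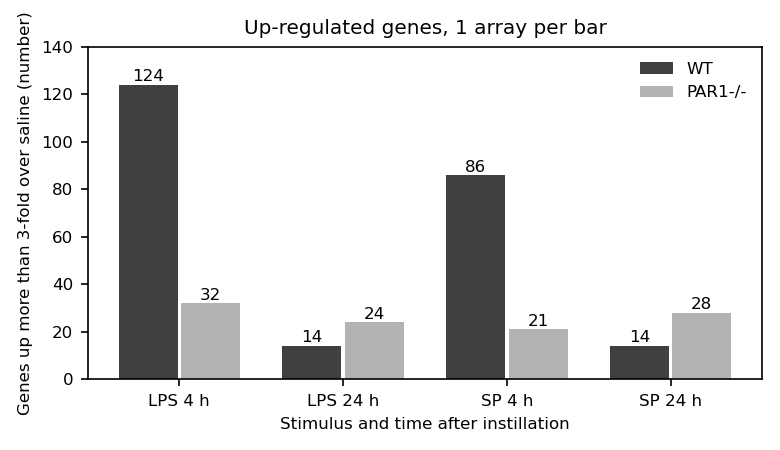
Number of genes more than 3-fold higher than on the saline array of the same genotype (vertical axis), for LPS and SP at 4 and 24 h (horizontal axis), in WT bladders (dark bars) and PAR1-/- bladders (light bars). Each bar compares 1 array with 1 saline array, so there are no error bars. At 4 h the WT bars (124 and 86) stand above the PAR1-/- bars (32 and 21), and at 24 h below them. For LPS at 24 h, 810 WT probes and 1824 PAR1-/- probes had a ratio or bound, which makes these bars unequal in reach. Without normalization between arrays the order after SP at 4 h is reversed, with 967 genes in WT and 1363 in PAR1-/- bladders. After LPS at 4 h the counts are then 500 and 497.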

Seventy five genes fulfilled both the criteria of being expressed 3-fold higher after stimulation with SP or LPS and of not changing expression in response to the same stimuli of PAR1^-/- ^mice, and were considered to be PAR1-dependent (Additional files 1 and 2, Table 1A and 1B). To further annotate this set of genes, we used a web-based entry tool developed by Ingenuity Pathways Analysis [IPA] [27]to query their knowledge database [27-29]. The resulting networks contain: **A**- Sub-cellular layout indicating the predominant location for the expression of encoded proteins (Figure 1); **B**-Analysis of canonical pathways significantly associated with this group of genes (Figure 2), and **C-D- **Biological functions across the entire dataset most significantly associated with this set of genes (Figure 3 and 4).

### Sub cellular location (Figure 1)

Genes (green) were associated with function (magenta) and localized to each compartment according to IPA and gene ontology. Dotted lines further group the genes by activity or function such as signal transduction, cytoskeleton re-organization and cell motility, carbohydrate metabolism, proteins and enzymes, transcription, and RNA editing. 

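Of the 10 cytoskeleton genes named in Figure 1 that had a value, none had a ratio or lower bound above 3 in WT or PAR1-/- bladders. Fmnl1, a formin that assembles actin filaments, was at least 1.05-fold after SP at 4 h in WT bladders. Marcksl1, an actin-binding substrate of protein kinase C, had an intensity of 35 after SP at 4 h in WT bladders, above background, and was at least 1.32-fold after SP at 24 h. Over the 7 probes of the group with a ratio, the median was 0.940 after SP at 4 h in WT bladders, at the 69.8th percentile of 10000 random lists of the same size and level. Dctn1, the dynactin subunit that links cargo to dynein, had intensities of 9 after saline, 20 and 15 after LPS and 12 and 10 after SP at 4 and 24 h in WT bladders, and none was above background. The PAR1-/- arrays gave 8 to 19, also under background.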

Of note, a particular set of genes such as *dctn1 *and *arf6 *are involved in PAR trafficking, and their function is associated with other PAR1-dependent transcripts with function in the cytoskeleton reorganization.

### Participation of PAR1-dependent genes in canonical pathways (Figure 2)

Overall, PAR1-dependent transcripts belong to several canonical pathways (Figure 2). This type of IPA also revealed key genes that are significantly associated with more than one canonical pathway. This is the case of *elk1, nfkbia, hspb1, dusp1, and akt2*. In addition, this analysis indicates pathways such as VEGF and integrins which share common genes, as is the case of those encoding cytoskeleton proteins *actg1 *and *actb*.

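Of these 5 genes, Hspb1 and Akt2 were above background on a WT array, and none had a ratio in WT bladders. Hspb1, a small heat shock protein, had an intensity of 10 after saline and 31 after SP at 4 h in WT bladders, where the background threshold was 22.4. Its ratio after LPS at 24 h in PAR1-/- bladders was at least 1.19. Akt2, a serine/threonine kinase of insulin and growth factor signalling, had 11 after saline and 23 after SP at 4 h in WT bladders. It was above background on all 4 challenged PAR1-/- arrays, at 19, 19, 31 and 23 for LPS at 4 and 24 h and SP at 4 and 24 h, against 12 after saline. Elk1, a transcription factor phosphorylated by MAPK, lay between 9 and 16 on the WT arrays and between 12 and 19 on the PAR1-/- arrays, under background throughout.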

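Actg1, cytoplasmic gamma actin, stayed near the saline level in WT bladders, with ratios of 1.13 after LPS at 4 h, 0.940 after SP at 4 h and 1.25 after SP at 24 h. The PAR1-/- arrays gave no ratio of Actg1. Actb, cytoplasmic beta actin, has 3 probes on the array. The brightest of them gave ratios of 1.00 after LPS and 0.560 after SP at 4 h in WT bladders, and 1.00 and 0.823 in PAR1-/- bladders. The others disagreed with it and with each other. The second probe had upper bounds of 0.610 and 0.399 after LPS and SP at 4 h in WT bladders, and the third was above background on the WT array of SP at 24 h only.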

### Primary functions associated with PAR1-dependent genes (Figure 3 and 4)

Figures 3 and 4 represent biological functions significantly (p < 0.01) associated with PAR1-specific genes. Those included: apoptosis (n = 26 genes); cell death (n = 29); cell survival (n = 10); cancer (n = 29); cellular growth and proliferation (n = 29); cell-to-cell signaling (n = 15); hematological disease (n = 9); cellular movement (n = 16); gene expression (n = 18); immune and lymphatic system development and function (n = 9); immune response/disease (n = 19); and inflammation and inflammatory disease (n = 22). This type of analysis also revealed PAR-1 dependent genes (*upk2, jundD, ptprc*, and *nfkbp1a) *encoding proteins associated with renal and urological diseases. 

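Fkbp1a, the FK506-binding immunophilin listed in Additional file 1, was higher than saline in WT bladders, at least 2.22-fold after LPS at 4 h, at least 2.51-fold after SP at 4 h and at least 2.15-fold after SP at 24 h. Its ratios in PAR1-/- bladders were 0.847 and 1.14 after LPS and 0.886 and 0.762 after SP at 4 and 24 h. Ptprcap, the CD45-associated protein of lymphocytes, had ratios of 0.604 after LPS and 0.873 after SP at 4 h in WT bladders, against 1.74 and 1.20 in PAR1-/- bladders. Jund, a subunit of the AP-1 transcription factor, was under background on all 10 arrays, with a highest intensity of 17 after LPS at 4 h in WT bladders. Upk2 had no ratio in WT bladders.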

Figure 1D also indicates common pathways of PAR1-dependent transcripts shared by inflammation (red) and cancer (green) and revealed possible targets uniquely associated with some of the biological functions.

### Target validation by Q-PCR of Chromatin Immunoprecipitation (CHIP)-based assays

Of the 19 genes tested by Q-PCR analysis of CHIP isolated from wild type mice challenged with control peptide, PAR1- and PAR2-AP, 4 genes (*adam-3, dctn1, elk1*, and *mmp2*) had their control levels 1.5 times below background (un-transcribed region) and, therefore, their results are not being presented. Results are presented in figure 5 as averaged Transcription Events Detected Per 1000 Cells for each gene tested and their standard deviations. With the exception of *pla2G1b*, these results indicate that treatment of wild type mice with PAR1- and PAR2-AP induced up-regulation of the following PAR1-dependent genes: *actb, akt2, arf6, ccl7, cd63, dusp1, fkbp1a, nfkbia, phlda1, plaur, s100a10, tnfaip3, ube2h*, and *upk2*.

### PAR-activation of calcium independent PLA_2 _(figures 6 and 7)

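Pla2g1b, the secreted pancreatic-type phospholipase, was under background on all 10 arrays, so no ratio of it could be given. On the PAR1-/- arrays its intensities were 9 after saline, 14 and 15 after LPS at 4 and 24 h, and 14 and 9 after SP at 4 and 24 h. The background thresholds of these 5 arrays ran from 12.2 to 24.2.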

Our cDNA array results indicate that *pla2G1b *encoding a calcium-dependent PLA_2 _was a PAR1-dependent transcript. However, this particular transcript was not validated by Q-PCR of actively-transcribed DNA (Figure 5). Because of the prominent role of the calcium-independent phospholipase A_2 _(iPLA_2_) in mediating tryptase-activated PAR in bladder microvascular endothelial cells [30], bladder urothelial cells [31,32], and PAR2-AP in bladder contractions [33], we decided to determine whether bladder instillation with PAR-APs also induced up-regulation of iPLA_2 _in the mouse bladder mucosa. The rationale for using only the mucosa was to decrease the complexity of the bladder system, getting closer to the urothelial cell in culture used by the other authors [31,32]. For this purpose, cytoplasmic extracts from the bladder mucosa of WT mice instilled with PAR-APs- or control peptide- were subjected to Western Blot analysis to measure relative concentration of iPLA_2_. Results are representative of 4 separate experiments (Figure 6). The bar graph shows the average densitometric values (Figure 7). When data was normalized with beta-actin used as loading control, the same relationship was observed (data not shown). These data indicate that in the mouse urinary bladder, all PAR-APs induced up-regulation of iPLA_2_.

## Discussion

Serine proteases that originate from the circulation (coagulation factors), inflammatory cells (mast cell tryptase, neutrophil granzyme A, and proteinase 3), and epithelial and neuronal tissues (trypsins) can specifically regulate cells by cleaving PARs [34]. Proteases cleave PARs to reveal tethered ligand domains that bind to and activate the cleaved receptors. The proteases that activate PARs are often generated and secreted during injury and inflammation, and PARs orchestrate tissue responses to these insults, including hemostasis, inflammation, nociception, and repair mechanisms [34].

The present results indicated fundamental alterations elicited by pro-inflammatory substances (LPS and SP) in bladder gene-regulation that are mediated by activation of PAR1. 

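Few genes of the inflammatory groups were more than 3-fold higher after LPS or SP. Ly96, the co-receptor MD-2 through which TLR4 binds LPS, was at least 3.35-fold and at least 4.66-fold after SP at 4 and 24 h in WT bladders. The PAR1-/- ratios were 0.841 and 0.471, and 4.83-fold and 1.27-fold without normalization. Before normalization the WT intensities of Ly96 were 11 after saline and 141 and 46 after SP at 4 and 24 h. The PAR1-/- intensities were 30, 145 and 38, so the rise of Ly96 stayed larger in WT bladders. Its normalized saline level was 18.2 in WT bladders, under background, and 68.6 in PAR1-/- bladders. Ptpn22, a phosphatase that restrains lymphocyte receptor signalling and is in none of the gene groups, was 3.55-fold, 3.54-fold, 3.49-fold and 2.97-fold the saline level in WT bladders after LPS at 4 and 24 h and SP at 4 and 24 h. The PAR1-/- ratios were 0.402, 0.533, 0.631 and 0.440, and became 1.62, 2.32, 5.75 and 1.95 without normalization. These cannot be set against the normalized WT ratios, since dropping normalization raises WT ratios too. After SP at 4 h the median log2 ratio of the array went from -0.168 to 1.66 in WT and from -0.213 to 2.13 in PAR1-/- bladders. After SP at 24 h in WT bladders it hardly moved, from 0.030 to 0.038. The contrast of Ptpn22 rests largely on the saline arrays, where its normalized level was 72.6 in WT and 339 in PAR1-/- bladders. The challenged levels were 216 to 258 and 136 to 214. Fos, an immediate early gene, was 9.10-fold after LPS and 8.97-fold after SP at 4 h in WT bladders, and 3.09-fold and 2.29-fold in PAR1-/- bladders.
Groups listed before the data were examined behaved as follows. Of 24 probes for NF-kappaB targets and acute cytokines, 2 (Irf1 and Lif) had a ratio or lower bound above 3 in WT bladders and none had in PAR1-/- bladders. Tnf was 0.349 times the saline level after LPS and 0.367 after SP at 4 h in WT bladders, and 1.15 and 0.855 in PAR1-/- bladders. Without normalization its ratios after SP became 1.44 in WT and 4.86 in PAR1-/- bladders. Of 14 probes for immediate early genes, 2 (Fos and Egr3) did so in WT and 1 (Fos) in PAR1-/- bladders. The median of this group in PAR1-/- bladders was 1.57-fold after SP at 4 h, at the 99.9th percentile of random lists, and 1.46-fold after SP at 24 h, at the 99.2th percentile. At 4 h in WT bladders it was 1.52-fold after SP (the 93.0th percentile) and 1.31-fold after LPS (the 86.9th). After LPS at 4 h in PAR1-/- bladders it was 0.957 (the 70.7th). The PAR1-/- medians after SP rest on 5 probes each. Over all lists and comparisons 12 of 180 medians lay beyond the lowest or highest 2.5% of random lists, where 9 would by chance. Ly96 was the only one of 10 probes for LPS and SP sensing with a lower bound above 3 in WT bladders, and none had one in PAR1-/- bladders. Of 15 chemokine probes none had a ratio or lower bound above 3 in WT bladders, where Ccl2, the monocyte attractant, was 2.10-fold after LPS and 2.34-fold after SP at 4 h. Ccl11, the eosinophil attractant eotaxin, was at least 3.32-fold after LPS at 24 h in PAR1-/- bladders. Of 20 interferon response probes 1 (Irf1) was more than 3-fold higher in WT bladders, and the group's median was 0.608 times saline after LPS at 4 h in PAR1-/- bladders, at the 1.79th percentile. That median turned above saline, to 0.68 on the log2 scale, without normalization between arrays, under which the median of all probes rose to 1.05.
Across all arrays, limma found 2 genes that differed between the 8 challenged and the 2 saline arrays at an adjusted p under 0.05, of 2014 probes tested. Without a floor 1 of the 2 was still called, and with a common floor 1. Tac2, which encodes the tachykinin neurokinin B, was at least 9.71-fold after LPS and 5.55-fold after SP at 4 h in WT bladders and 4.88-fold and 4.97-fold in PAR1-/- bladders (adjusted p = 0.00481). Adcy6, an adenylyl cyclase, was 4.90-fold and 4.83-fold in WT bladders and 2.03-fold and 1.91-fold in PAR1-/- bladders at 4 h (adjusted p = 0.0254). Both were higher on 8 of 8 challenged arrays than on the saline array of their genotype. All 4 ratios of a genotype share 1 saline array, so a low value there raises each of them. In the limma test of whether the mean change from saline differed between genotypes, no gene passed at an adjusted p under 0.05, and 62 probes had an unadjusted p under 0.05. The smallest adjusted p was 0.106, for Ptpn22, whose change was lower in PAR1-/- bladders by a log2 difference of -2.77 (SE 0.57), and for Masp1, a complement protease, whose change was higher by 2.82 (SE 0.56). With a common floor for all arrays this test called 82 probes. In simulated data it called 85.5% of the probes given a log2 difference of 3 and 23.5% of those given a difference of 2. The difference of Masp1 rests on the PAR1-/- saline array, where its intensity of 10 was under background and raised to the threshold. The WT saline array held 38, above background. The paper takes genes that respond in WT bladders and not in PAR1-/- bladders as PAR1-dependent. It states that its results point to fundamental alterations of gene regulation by LPS and SP that PAR1 activation mediates.

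**Figure D2:**
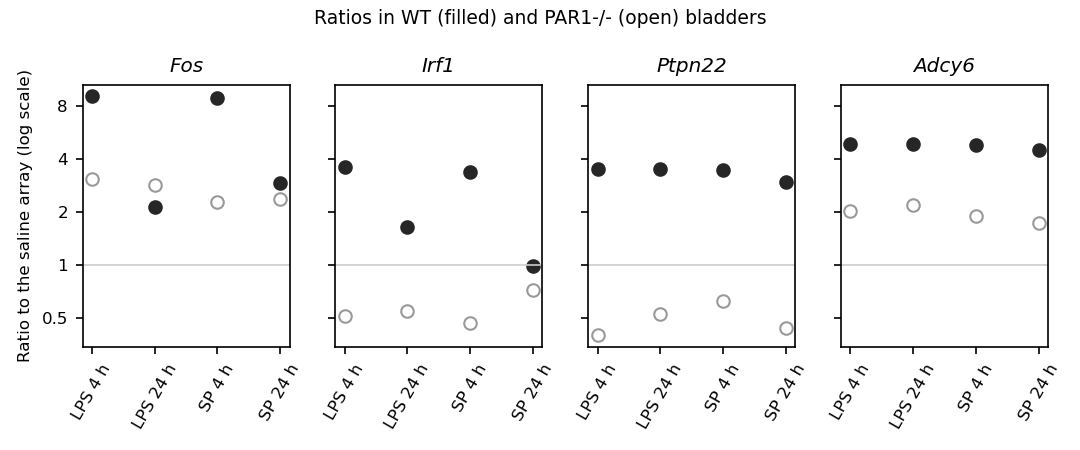
Ratio of the challenged array to the saline array of the same genotype (vertical axis, log scale) for Fos, Irf1, Ptpn22 and Adcy6 after LPS and SP at 4 and 24 h (horizontal axis), in WT bladders (filled circles) and PAR1-/- bladders (open circles). Each circle is 1 array against 1 saline array, without replicates, and the grey line marks the saline level. After normalization Ptpn22 lies between 2.97 and 3.55 in WT and between 0.402 and 0.631 in PAR1-/- bladders, whereas Fos lies above the saline level in both.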

The possible mechanisms by which LPS and SP induce PAR activation include degranulation of mast cells with a concomitant release of tryptase and plasma extravasation leading to accumulation of products of the coagulation cascade that activate PARs. However, the activation of PAR in the physiological state is more complex. Although thrombin is a recognized physiological activator of PAR1 and PAR4, the endogenous enzymes responsible for activating PAR2 in urinary bladder are not known. Recently, it was demonstrated that tissue kallikrein family of proteinases are able to regulate PAR signaling and may represent important endogenous regulators PAR1, PAR2, and PAR4 [35]. Interestingly, the kallikrein family plays a fundamental role in bladder physiology [36].

### Transcriptional alteration downstream PAR activation

In terms of mechanism of action, it is well established that after stimulation, PARs couple to various G proteins and activate signal transduction pathways resulting in the rapid transcription of genes that are involved in inflammation [13,26,34,37]. However, the response of the transcriptome downstream of PAR activation is not known. Here, we used an approach involving the combination of cDNA arrays, CHIP assay, and *in silico *querying of knowledge databases in order to identify functions dependent of PAR1 activation that are modified during bladder inflammation. Although we clearly defined the criterion for a gene to be named PAR1-dependent (see Methods section), the expression of some/many of these genes may only be indirectly dependent on PAR-1, due to the nature of the downstream cascades and interacting pathways.

The use of cDNA arrays has contributed immensely to the understanding of inflammation, in general, and the bladder inflammatory transcriptome, in particular [7,20,21,38-41]. In addition, the use of curated networks such as the Ingenuity Pathways Analysis leads to a comprehensive integration of how PAR1-dependent transcripts correlate with canonical pathways and known biological functions. Because our results were obtained with whole bladders, it is not clear whether any single network may be operative in a particular cell type. However, this approach can potentially identify previously unrecognized connections among pathways and, therefore, suggests new hypotheses for the mechanisms of bladder inflammation. Therefore, the value of our approach is to raise testable hypotheses that can be tested in isolated cells or in individual bladder layers. Aberrant expression of protease-activated receptors (PARs) has been associated not only with inflammation but with increased angiogenesis, tumor growth, and metastasis of various cancers [42-47]. Therefore, our approach outlined a global visualization of PAR-dependent transcripts (Figure 1) as well as their interaction with several pathways (Figures 2, 3, 4).

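Of 22 genes with a part in inflammation, Fth1, the ferritin heavy chain that stores iron, was more than 3-fold higher in WT bladders, and no other gene had a ratio or lower bound above 3 in either genotype. On at least 1 array 17 of them were above background. It was 3.38-fold after LPS and 3.13-fold after SP at 4 h in WT bladders, 1.34-fold after LPS at 24 h and 0.992 after SP at 24 h, and 0.961, 1.79, 1.55 and 1.82 in the PAR1-/- comparisons in the order LPS at 4 and 24 h, SP at 4 and 24 h. Ppia, the immunophilin cyclophilin A, was 2.81-fold and Cebpd, a transcription factor of the acute phase, at least 2.66-fold after SP at 4 h in WT bladders, a bound that leaves more than 3-fold open. Ccl7, a monocyte chemokine, was 0.296 times the saline level after LPS and 0.178 after SP at 4 h in WT bladders, and 0.758 and 0.352 in PAR1-/- bladders.
Myo5a, an actin motor of vesicle transport, lay close to saline in WT bladders at 4 h, at 0.987 after LPS and 0.981 after SP, and was 2.31-fold and 1.77-fold in PAR1-/- bladders. B2m and S100a10 were above background after SP at 4 h in WT bladders, at intensities of 26 and 25, and gave no ratio. Over the 8 probes of the group with a ratio after SP at 4 h in WT bladders, the median was 1.85-fold, at the 98.9th percentile of random lists, and 0.21 on the log2 scale under quantile normalization. After LPS at 4 h the median was 0.987 over 7 probes. The study chose these genes on the same arrays, so the group is not independent evidence of a direction. Above background on PAR1-/- arrays only were Cfl1, Pax1, Nfkbia, Cd200 and Tnfaip3, which Additional file 1 lists where the text has tnfaip2. Mmp2, a matrix metalloprotease, Ptpn1, a phosphatase of insulin signalling, and Sim2, a transcription factor, were above background on no array, as were Dusp1 and Plaur.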

Our results indicated that several genes known to be part of the inflammatory response were found downstream of PAR1 activation (*b2m, ccl7, cd200, cd63, cdbpd, cfl1, dusp1, fkbp1a, fth1, hspb1, marcksl1, mmp2, myo5a, nfkbia, pax1, plaur, ppia, ptpn1, ptprcap, s100a10, sim2*, and *tnfaip2)*. The present work adds to this list pro-inflammatory genes such as *wnt6, wisp2, and dvl3 *that belong to the *WNT *family known to be altered in human interstitial cystitis [48,49]. In contrast, some of the proteins encoded by PAR1-dependent transcripts play a role in shutting down the inflammatory cascade. This is the case with type-1 membrane glycoprotein encoded by *Cd200*, which delivers an inhibitory signal cancelling the inflammation-induced macrophage activation [50]. 

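Dvl3, a transducer of WNT receptor signals, was at least 2.44-fold after LPS and at least 2.38-fold after SP at 4 h in WT bladders, and 2.23-fold and 1.00-fold in PAR1-/- bladders. Wnt6, a secreted WNT ligand, was below the saline level in both genotypes at 4 h, at 0.720 after LPS and 0.465 after SP in WT bladders and at 0.484 and 0.374 in PAR1-/- bladders. At 24 h after LPS it was 1.42-fold in WT bladders. Ccn5, the present name of wisp2, was at least 1.20-fold after LPS and at least 1.07-fold after SP at 4 h in WT bladders, and 0.679 and 0.422 in PAR1-/- bladders. Whether Dvl3 passed 3-fold in WT bladders is left open by its bounds. The median of the 3 genes after SP at 4 h in PAR1-/- bladders was 0.422, at the 0.985th percentile of random lists. It lay above saline without normalization between arrays, where the log2 median of all probes was 1.79.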

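Cd200 had intensities of 12 after saline, 21 and 15 after LPS and 22 and 10 after SP at 4 and 24 h in WT bladders, all under the background threshold of their array, so WT bladders gave no ratio. In PAR1-/- bladders it was above background on all 5 arrays, with ratios of 0.708 and 0.748 after LPS and 0.636 and 1.03 after SP at 4 and 24 h.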

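Nfkbia was under background on all 5 WT arrays, with intensities of 9 after saline, 13 and 15 after LPS and 14 and 10 after SP at 4 and 24 h. It was above background on 1 array of PAR1-/- bladders, that of SP at 4 h, at an intensity of 27. Saline gave 8 in these bladders. No ratio of Nfkbia could be given in either genotype.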

Within this group, we also highlight *nfkbia*, which encodes IkappaB-alpha, an inhibitor of the NF-kappaB cascade [51,52].

In addition to genes involved in inflammation, we found upregulation of members of the *tetraspanin *family (*cd63*, and *adam3*) and upk2 that dimerises with the tetraspanin uroplakin 1a. 

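Cd63 was higher than saline in both genotypes. Its ratios were 1.39 and 1.61 after LPS and 1.36 and 1.13 after SP at 4 and 24 h in WT bladders, and 1.53 and 1.96 after LPS and 1.31 and 1.46 after SP in PAR1-/- bladders. Adam3, a disintegrin and metalloprotease known from sperm, had an upper bound of 0.959 after LPS at 4 h in WT bladders. It was 0.643 after SP at 4 h and 1.18 after SP at 24 h. None of these values, nor the bound of Upk2, lay above 3. The WT and PAR1-/- ratios of Cd63 differed by less than the SD between the saline arrays.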

*Cd63 *encodes a protein localized in the membrane of mast cells [53], and anti-CD63 antibodies inhibit mast cell adhesion to fibronectin and vitronectin [53]. Adam-3 may have a role in inflammation by regulating the expression of allograft inflammatory factor-1 and iNOS [54]. *Uroplakin 2 *is a major component of the surface plaques of the urothelium [55], is found exclusively in differentiated mammalian urothelium [56], and is a product of terminally-differentiated apical cell layer [57,58]. In addition to differentiation, uroplakins play a fundamental role in the bladder permeability barrier [59], wound healing [60], bacterial adherence and infection [61], and possibility bladder inflammation [62]. The present results are the first direct evidence indicating that inflammation *per se *alters the message for uroplakin 2.

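Upk2 had an intensity of 8 after saline in WT bladders, 17 and 15 after LPS, and 33 and 9 after SP at 4 and 24 h, of which the 33 was above background. The PAR1-/- arrays gave 10 after saline, 32 and 20 after LPS and 31 and 18 after SP. The PAR1-/- ratio after LPS at 4 h was at least 1.24. The other urothelial markers gave mixed values. Of the 7 probes measured for urothelium markers, 4 were above background on any array and none had a ratio or lower bound above 3. Cdh1, epithelial cadherin, was 0.999 after LPS and 0.672 after SP at 4 h in WT bladders, and 1.35 and 1.43 in PAR1-/- bladders. Krt19, a keratin of simple epithelia and urothelium, was 0.960 and 0.660 in WT bladders.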

Among the secreted enzymes regulated by PAR1-dependent transcripts is the calcium-dependent phospholipase A_2_, group IB that was up-regulated by LPS- and SP-induced bladder inflammation in wild type mice. 

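The intensities of Pla2g1b in WT bladders were 10 after saline, 14 and 15 after LPS, and 14 and 11 after SP at 4 and 24 h. The background thresholds of these arrays were 12.6 for saline, 21.6 and 33.0 for LPS, and 22.4 and 12.2 for SP. An up-regulation of Pla2g1b was not detectable at this signal.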

Our Q-PCR results did not confirm an up-regulation of transcription in response to PAR1-AP and PAR2-AP. There are several explanations for this discrepancy. One possibility is that the differential expression of RNA was not due to active transcription and therefore, reflects RNA processing. As others have shown that the calcium independent phospholipase A_2 _(iPLA_2_) mediates bladder urothelial [31], microvascular [30], and smooth muscle [33] responses to PAR activation, and has a role in promoting mmp-2-induced cell migration via the phosphatidylinositol 3-kinase – Akt pathway [63], we went further to test whether this calcium-independent PLA is also up-regulated in response to PAR-APs. Our results confirmed upregulation of iPLA_2 _protein in the bladder mucosa of mice instilled with PAR-APs, supporting the upregulation of message levels.

Another group of genes encodes proteins with roles in signal transduction pathways. Those include: *plaur, actR-IIb, dusp1*, and *akt2. 

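Of these 4 genes, Acvr2b and Akt2 were above background on a WT array, and none had a ratio or lower bound above 3. Acvr2b, the type IIB activin receptor, was at least 1.15-fold after LPS at 4 h and at least 1.03-fold after SP at 24 h in WT bladders. Its intensity in PAR1-/- bladders was 8 after saline, 22 and 14 after LPS, and 23 and 20 after SP at 4 and 24 h, above background after LPS at 4 h and SP at 24 h. Plaur, the receptor of urokinase, lay between 11 and 19 on the WT arrays and between 8 and 17 on the PAR1-/- arrays, under background on each.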

Plaur *encodes the receptor for urokinase plasminogen activator *(u-PA receptor) *and promotes plasmin formation [64]. *Plaur *is most closely associated with cancer invasion [65]. A strong correlation exists between PAR mediating the response of thrombin and u-PAR-mediated cancer cell migration/invasion [42]. *Dusp1 *encodes a dual specificity phosphatase 1 or mitogen-activated protein kinase [MAPK] phosphatase 1, which dephosphorylates and inactivates MAPKs [66,67].*Dusp1 *regulates a subset of LPS-induced genes [68] and modulates the anti-inflammatory effects of dexamethasone in macrophages [66]. *Akt2 *is a putative oncogene encoding a protein belonging to a subfamily of serine/threonine kinases containing SH2-like (Src homology 2-like) domains. Others have shown that thrombin and PAR- APs induce *Akt2 *phosphorylation [69,70]. *Akt2 *is a general protein kinase capable of phosphorylating several known proteins and, therefore, occupies a central position in several signal transduction pathways (Figures 1B and 1C). Moreover, PAR activation in platelets leads to Akt2 phosphorylation by a mechanism involving either G(12/13) [69] or G_i _[71] and Src kinase activation [69].

The process of desensitization and re-sensitization of PA receptors is being elucidated [72]. Agonists of PARs induce an irreversible activation by proteolytic cleavage of the tethered ligand peptides and rapid receptor endocytosis that are targeted to lysosomes [73,74]. Interestingly, among the PAR1-dependent transcripts, the following encode proteins of the ubiquitin pathway: *mid2, ubr1, pxmp3, ube2h, cul3, and skp1a*. 

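Ube2h, a ubiquitin-conjugating enzyme, was at least 2.79-fold after LPS at 4 h in WT bladders, and in PAR1-/- bladders it was at least 1.58-fold after LPS at 24 h and at least 1.35-fold and 1.23-fold after SP at 4 and 24 h. Ubr1, a ubiquitin ligase of the N-end rule pathway, was 0.765 times the saline level after SP at 4 h in WT bladders and 0.579 in PAR1-/- bladders. For Mid2, a ubiquitin ligase bound to microtubules, LPS and SP at 4 h gave upper bounds of 0.878 and 0.575 in WT bladders. Pex2, the peroxisomal ubiquitin ligase listed as pxmp3, had upper bounds of 0.650 and 0.426. Cul3, the scaffold of a class of ubiquitin ligases, was above background after SP at 4 h in WT bladders at an intensity of 30, against 8 after saline, without a ratio. Skp1, an adaptor of cullin ligases, was above background on no array. None of the 6 genes had a ratio or lower bound above 3 in either genotype, and the bound of Ube2h after LPS leaves more than 3-fold open.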

Little is known regarding the alteration of expression of this set of genes during inflammation. However, it has been reported that TNFα stimulates *ube2h *expression by a mechanism involving NF-kappaB [75]. Together these results raised the intriguing hypothesis that inflammation can induce an increase in the ubiquitin pathway that also modulates the fate of PARs [76].

*The Rab *family of proteins play a fundamental role in PAR re-sensitization [77]. Here, we show that *dcnt1 *and *arf6 *also involved in PAR trafficking and are increased during inflammation. 

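Arf6 was near the saline level after LPS at 4 h in WT bladders, with normalized intensities of 22.2 after saline and 22.7 after LPS, and its ratios were 0.741 after SP at 4 h and 1.18 after SP at 24 h. At 24 h after LPS it was under background. Its PAR1-/- ratios were 0.564 and 0.746 after LPS and 0.641 and 0.681 after SP at 4 and 24 h. Its ratios lay within 3-fold of saline in every comparison that gave one, and Dctn1 gave none.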

*Dcnt1 *is a subunit of the dynein/dynactin complex and an effector for *rab6 *[78]. This protein is required for the retrograde movement of vesicles and organelles along microtubules [79]. *Arf6 *is a member of the human ADP-ribosylation factor (*ARF*) family of proteins belonging to the Ras superfamily of small GTPase implicated in vesicle trafficking [80-82]. *Arf6 *participates in the endosomal pathway that regulates endocytosis of several receptors [83]. Post-internalization, *arf6 *and other membrane components are recycled back to the cell surface [80]. In addition to membrane trafficking, *arf6 *cellular functions include: actin remodeling, cell adhesion, redistribution of β1 integrins, phagocytosis, cell division, and tumor-cell invasion (for a review, see [80]).

As alterations in PAR density itself [25] or in the mechanisms involved in re-sensitization of these receptors can have strong consequences in the shift between homeostasis and inflammation, our results raise the intriguing hypothesis that, in contrast to PAR endocytosis and cessation of the stimulus that occurs during normal physiological responses, inflammation may lead to increased re-cycling of PARs back to the plasma membrane and, therefore, perpetuation of the signal transduction downstream of PAR activation.

Although the classification by biological function permits a visual association of genes and cellular processes (Figure 1), it has the disadvantage of over simplification because several genes may belong to more than one group. This is the case of *mmp2 *(gelatinase A) that is involved in the breakdown of extracellular matrix in normal physiological processes, such as embryonic development, reproduction, and tissue remodeling, as well as in disease processes such as inflammation and cancer. Therefore, we constructed figures 2, 3, and 4 in order to illustrate common pathways involving PAR1-dependent transcripts. This type of association analyses permits the identification of new pathways such as the interaction of PAR1-dependent transcripts with the VEGF-family of growth factors, and suggests explanations of an active role of PAR in angiogenesis [45,84-86]. Together, the pathway analysis revealed relevant target for therapeutic interventions to control or to prevent disease progression and bladder inflammation.

### Other cDNA array analysis

We are aware of a single publication investigating genes downstream of PAR1 activation. This work was performed in a human endothelial cell line challenged with thrombin with the aim of identifying early genes and comparing to those up-regulated in response to leukotriene D4 [87]. Unfortunately, the referred work did not provide GenBank accession numbers for the PAR1 activated transcripts, which makes comparisons of the results to the current study difficult. Nevertheless, some similarities could be found between their work and the present one. This is the case of *dusp1 *that was found upregulated in both manuscripts. In addition we found adam3, whereas Uzonyi, et al. found another disintegrin-like metalloprotease (adamts1) [87].

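Dusp1 was under background on all 10 arrays of WT and PAR1-/- bladders. Its intensities in WT bladders were 8 after saline, 18 and 15 after LPS and 14 and 11 after SP at 4 and 24 h. On the PAR1-/- arrays they were 10 after saline, 11 and 10 after LPS, and 19 and 12 after SP. The saline arrays are from 24 h, and no array is earlier than 4 h.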

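In PAR1-/- bladders Adam3 had upper bounds of 0.666 and 0.765 after LPS at 4 and 24 h and ratios of 0.527 and 0.844 after SP. Adamts1, which the array also carries, lay between 8 and 17 on the WT arrays and between 9 and 14 on the PAR1-/- arrays, under background on each.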

## Conclusion

This work indicates an overriding participation of PAR1 receptors in bladder inflammation, provides a working model for the involvement of a network of transcripts downstream of PAR1 activation, and evokes testable hypotheses regarding the regulation of PAR. In this context, the activation of genes such as *dusp1 *and *nfkbia *seems to counter balance the inflammatory response to PAR activation by avoiding prolonged activation of p38 MAPK and increased cytokine production [68]. In contrast, transcripts such as *arf6 and dcnt1 *that are involved in the mechanism of receptor re-sensitization would tend to perpetuate the inflammatory reaction. It remains to be determined whether PAR1 receptor blockade or selective gene silencing transcripts downstream of PAR activation will ameliorate the clinical manifestation of cystitis. Inhibiting of PAR up-regulation using small interfering RNA technology, as confirmed by immunoblotting, should substantially reduced bladder inflammatory response as it has been shown in other systems [88].

## Methods

### Animals

All animal experimentation described here was performed in conformity with the "Guiding Principles for Research Involving Animals and Human Beings" (OUHSC Animal Care & Use Committee protocol #05-088I). PAR1^-/-^[89] and C57BL/6J mice were used in this research. C57BL/6J mice were used as wild type since PAR1^-/- ^was enriched in this background.

### Induction of cystitis

Acute cystitis was induced in groups of mice, as we described previously [20-22,24,40]. Briefly, female wild type (C57BL/6J), and PAR-1^-/- ^mice were anesthetized (ketamine 200 mg/kg and xylazine 2.5 mg/kg, i.p.), then transurethrally catheterized (24 Ga.; 3/4 in; Angiocath, Becton Dickson, Sandy, Utah), and the urine was drained by applying slight digital pressure to the lower abdomen. The urinary bladders were instilled with 200 μl of one of the following substances: pyrogen-free saline, SP (10 μM), or *Escherichia coli *LPS strain 055:B5 (Sigma, St. Louis, MO; 100 μg/ml). Substances were infused at a slow rate to avoid trauma and vesicoureteral reflux (18). To ensure consistent contact of substances with the bladder, infusion was repeated twice within a 30-min interval, and a 1-ml tuberculin syringe was maintained on the catheter to retain the intravesical solution for 1 hour. After that the catheter was removed and mice were allowed to void normally. Twenty-four hours after instillation, mice were euthanized with pentobarbital (200 mg/kg, i.p.) and bladders removed rapidly.

### Minimum information about microarray experiments – MIAME [90]

#### Objective

To determine the time course of gene-expression in urinary bladders in response to saline, SP, or LPS, challenge of wild type control and PAR1^-/- ^mice.

#### Array design

Mouse plastic 5 K Arrays (Clontech, Palo Alto, CA, Cat. #634809). For a complete list of genes present in this array see reference [91].

#### Animal numbers

Female WT and PAR1^-/- ^mice were instilled with saline, SP (10 μM), or *Escherichia coli *LPS strain 055:B5 (Sigma, St. Louis, MO; 100 μg/ml). One group of mice was euthanized at 4 and another at 24 hours following stimulation, the urinary bladders were removed from all groups (n = 8) for RNA extraction.

#### Sample preparation for cDNA expression arrays

We used the same technology as we described before [6,20,21,39,40]. Briefly, eight bladders from each group were homogenized together in Ultraspec RNA solution (Biotecx Laboratories Inc. Houston, TX) for isolation and purification of total RNA. Mouse bladders were pooled to ensure enough RNA for gene array analysis. The justification for this approach is that there is not enough RNA in a single mouse bladder for performing cDNA array experiments and the step of purification reduces the amount of total RNA. RNA was DNase-treated according to manufacturer's instructions (Clontech Laboratories, Palo Alto, CA), and the quality of 10 μg was evaluated by denaturing formaldehyde/agarose gel electrophoresis.

#### Mouse cDNA expression arrays

cDNA probes were prepared from DNase-treated RNAs obtained from each of the experimental groups. Five μg of DNase-treated RNA was reverse-transcribed to cDNA and labeled with [α-^33^P]dATP, according to the manufacturer's protocol (Clontech, Palo Alto, CA). The radioactively labeled complex cDNA probes were hybridized overnight to Atlas™ mouse plastic 5 K arrays (Clontech, Palo Alto, CA) using ExpressHyb™ hybridization solution with continuous agitation at 68 °C. After two high-stringency washes, the hybridized membranes were exposed (at room temperature) to a ST Cyclone phosphor screen overnight. Spots on the arrays were quantified by BD AtlasImage™ 2.7 software (Clontech, Palo Alto, CA).

#### PAR1-dependent genes. Both the 4 hour and 24 hour time points after inflammation were used to define PAR1-dependent genes

Data was normalized by a robust linear regression analysis using only genes expressed above background, as described [7,20,39,40], and the ratio of gene-expression between LPS- and SP-, and saline-challenge was obtained at 4 and 24 hours post-challenge. PAR1^-/- ^dependent genes were selected according to the following criterion: **A. **In tissues isolated from WT mice, the expression of particular gene should be up-regulated (ratio between LPS- or SP- and saline-treated > 3.0) in at least one of the time points (4 and 24 hours post-challenge); **B. **in tissues isolated from PAR1^-/- ^mice, the expression of same gene should not be altered in response to LPS or SP in any of the time points.

### Database submission of microarray data

The microarray data have been deposited in the Gene Expression Omnibus (GEO) database [92]. The samples can be retrieved with GEO accession numbers: GSM144550, GSM144551, GSM144552, GSM144553, GSM144554, GSM144555, GSM144556, GSM144557, GSM144558, GSM144559 that are included in a series (accession number GSE6286).

### Development of the observed interactome of PAR1-specific genes

Ingenuity Pathways Analysis [IPA], (Ingenuity Systems, Mountain View, CA) is a robust and expertly curated database containing up-to-date information on over 20,000 mammalian genes and proteins, 1.4 million biological interactions, and one hundred canonical pathways incorporating over 6,000 discreet gene concepts. This information is integrated with other relevant databases such as EntrezGene and Gene Ontology [29]. IPA computes a score for each network according to the fit of the set of supplied focus genes (here, PAR1-dependent genes). These scores, derived from *p *values, indicate the likelihood of focus genes to belong to a network versus those obtained by chance. A score > 2 indicates a ≤ 99% confidence that a focus gene network was not generated by chance alone [93]. The experimental datasets of PAR1-dependent genes was used to query the IPA and to compose a set of interactive networks taking into consideration canonical pathways, the relevant biological interactions, and the cellular and disease processes.

### Target validation by Q-PCR of Chromatin Immunoprecipitation (CHIP)-based assays

Target validation was sought for 19 of the genes identified from the microarray data as being PAR1-dependent. Female C57BL/6J mice (n = 20 per group) were anesthetized (ketamine 200 mg/kg and xylazine 2.5 mg/kg, i.p.), then transurethrally catheterized (24 Ga.; 3/4 in; Angiocath, Becton Dickson, Sandy, Utah), and the urine was drained by applying slight digital pressure to the lower abdomen. The urinary bladders were instilled with 200 μl of one of the following substances: control inactive peptide (LRGILS [94]) or PAR-activating peptides (PAR1-AP = SFFLRN [94]; PAR2-AP = SLIGRL [94]). Substances were infused at a slow rate to avoid trauma and vesicoureteral reflux (18). To ensure consistent contact of substances with the bladder, infusion was repeated twice within a 30-min interval, and a 1-ml tuberculin syringe was maintained on the catheter end to retain the intravesical solution for 1 hour. After that the catheter was removed and mice were allowed to void normally. Twenty-four hours after instillation, mice were euthanized with pentobarbital (200 mg/kg, i.p.) and bladders removed rapidly and frozen.

Frozen bladders were shipped to Genpathway [95] for querying the chromatin for transcription of specific genes (Genpathway's TranscriptionPath Query assay) [96]. Bladders were exposed briefly to formaldehyde for cross-linking of the proteins and DNA together, followed by sonication to fragment the DNA into pieces of approximately 300–500 bp. An antibody against RNA polymerase II (Abcam) was then used to precipitate the DNA transcriptome. The Ab-protein-DNA complexes were purified using beads coupled to protein A. The DNA was isolated from the complexes using a combination of heat to reverse cross-linking, RNase and proteases, and then purified using phenol extraction and EtOH precipitation. The final CHIP DNAs were then used as templates for Q-PCR reactions using primer pairs specific for each gene of interest. Q-PCR was carried out using Taq polymerase (iQ SYBR Green Supermix, Bio-Rad). Primer pairs were designed using Primer 3 [97]. Details of the primer sequences and the Genebank accession numbers are given in additional material 2 (Table 2). The designed primers shared 100% homology with the target sequence but no significant homology with other sequences.

Q-PCRs were run in triplicate and the averaged Ct values were transferred into copy numbers of DNA using a standard curve of genomic DNA with known copy numbers. The resulting transcription values for each gene were also normalized for primer pair amplification efficiency using the Q-PCR values obtained with Input DNA (unprecipitated genomic DNA). Results are presented as Transcription Events Detected Per 1000 Cells for each gene tested.

### Tissues for Western Blotting

Twenty-four hours post-instillation, bladders were rapidly removed and placed in ice cold PBS with protease inhibitors (Complete Protease Inhibitor, Roche, Indianapolis, IN) on ice where the mucosa was dissected away from the detrusor smooth muscle, as described [32]. Tissues were flash frozen and stored at -80 C until processing. Tissues were pulverized in a spring-loaded tissue pulverizer (Bio-Pulverizer, Biospec Products, Bartlesville, OK) and chilled with liquid nitrogen. Cytosolic extracts were prepared using the Pierce NE-PER Kit that enables stepwise separation and preparation of cytoplasmic and nuclear extracts from bladder tissue. Addition of the first two reagents (Pierce's proprietary information) to the pulverized tissue causes disruption of cell membranes and release of cytoplasmic contents. After recovering the intact nuclei from the cytoplasmic extract by centrifugation at 16,000 × g for 5 minutes, the nuclei are lysed with a third reagent (Pierce's proprietary information) to yield the nuclear extract. Extracts obtained with this product generally have less than 10% contamination between nuclear and cytoplasmic fractions–sufficient purity for most experiments involving nuclear extracts. A western blot was prepared using the nuclear and cytosolic extracts and probed for the nuclear proteins histone H3 and lamin A/C. No nuclear contamination was shown in the cytosolic fractions (data not shown). Protein concentrations were determined with a Micro BCA Kit (Pierce, Rockford, IL) per manufacturer's instructions.

### Western Blot

Immunoblot analyses were performed using 15 μg cytosolic extract loaded onto a 10% tris-glycine SDS gel and run at 125 V for 1.5 hours in tris-glycine SDS running buffer (BioRad, Hercules, CA). The proteins were then transferred to a 0.45 μm nitrocellulose membrane in 1/2 × tris-glycine SDS running buffer with 20% methanol using a BioRad Mini-TransBlot Cell. After blocking in 2% BSA, blots were incubated with rabbit anti-iPLA_2 _(Cayman Chemical, Ann Arbor, MI) at 1:500 overnight at 4°C. An HRP-conjugated anti-rabbit secondary antibody was used for detection at 1:10,000 (Santa Cruz Biotechnology, Santa Cruz, CA) and an enhanced chemiluminescent detection kit (Chemiglow West, Alpha Innotech, San Leandro, CA) was used to visualize. Images were taken using the FluorChem HD digital darkroom (Alpha Innotech, San Leandro, CA) and quantified using ImageJ [98].

### Materials

PAR-AP – PAR1-, PAR2-, and PAR4-AP were synthesized at Molecular Biology Resource Facility, William K. Warren Medical Research Institute, OUHSC, as carboxyl-terminal amides, purified by high-pressure liquid chromatography, and characterized by mass spectroscopy. Peptide solutions were made fresh from powder for most experiments. PAR3-AP was not used in this research because of lack of specificity.

## Competing interests

The author(s) declare that they have no competing interests.

## Authors' contributions

All authors read and approved the final manuscript. **RS **conceived of the study and drafted the manuscript, **MRD **participated in the design and reviewed the morphological results, **PAG **participated in the experimental design and provided PAR1^-/- ^and PAR2^-/- ^mice, **CKD **participated in design and proper use of PAR-APS, **ID **performed the statistical analysis of microarray results, **MI **participated in its design and helped to draft the manuscript, **REH **participated in its design and helped to draft the manuscript, **CS **performed the western blotting analysis and helped **MRS **with animal experiments, and **MRS **participated in its design, carried out the animal experiments, removed the tissues, and performed gene array experiments.

## Supplementary Material

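Of the 75 genes listed as PAR1-dependent, 71 have a probe named for them in the annotation used here and 70 have values. Of these, 3 were more than 3-fold higher in WT bladders with no ratio or bound beyond 3-fold in PAR1-/- bladders. They are Fth1, Btg3, an anti-proliferative gene named after its values were seen that was 3.48-fold after SP at 4 h, and Rps29, a ribosomal protein. Of its 3 probes, 1 was 4.59-fold after LPS and 3.89-fold after SP at 4 h. Another Rps29 probe was at most 0.749 and 0.490 times saline in the same WT comparisons, and the third gave no ratio there. In PAR1-/- bladders, with saline under background, Btg3 was at least 1.80-fold after LPS at 4 h and at least 1.82-fold and 1.66-fold after SP at 4 and 24 h, so it rose there too, and the bounds leave more than 3-fold open. A listed myosin light chain without a probe here carries myo1a as a second symbol. Myo1a, a different gene by the listed identifier and not counted, met both conditions, at least 3.79-fold after LPS at 4 h. The listed Gapdh entry was matched by its identifier to Gapdhs, whose probe, 1.78-fold after SP at 24 h in WT bladders, is counted for it. No listed gene had a ratio or lower bound above 3 in PAR1-/- bladders. On at least 1 challenged WT array 48 of the 70 genes were above background, and 15 were above background on no array.
A ratio or bound in WT bladders could be given for 40 listed genes. A ratio or lower bound was above 1.5 in at least 1 comparison for 17 and above 2 for 10. Genes with a smaller lower bound may also have passed, so 17 and 10 are minimum counts. Among the latter, named after their values were seen, were Rad9a, a DNA damage checkpoint protein, at least 2.79-fold after LPS at 4 h, and Myadm, a membrane protein of myeloid cells, 2.37-fold after SP at 24 h. Cstb, the protease inhibitor cystatin B and also named after its values were seen, was 1.89-fold and 1.93-fold after LPS and SP at 4 h in WT bladders, and 2.48-fold and 2.25-fold in PAR1-/- bladders. Phlda1, a target of growth factor signals, was 1.56-fold after LPS at 4 h in WT and 1.50-fold in PAR1-/- bladders. Random draws of as many genes above background held 2.58 genes that met both conditions on average, and 48.9% of 10000 draws held 3 or more. The 3 listed genes are thus close to what random genes gave, although the authors chose the list on these arrays. The probe names and the order of the values were taken as given. Whether they match those that the authors used was not tested.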

Additional file 1 PAR1-Dependent Transcripts. Table 1 Click here for file

Additional file 2 Primers for Q-PCR. Table 2 Click here for file

## Figures and Tables

**Figure 1:**
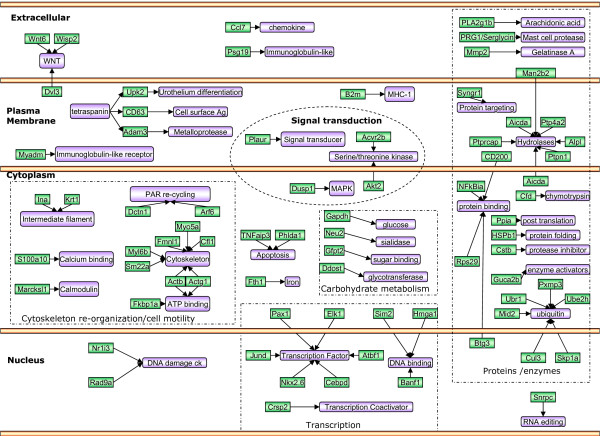
**A. PAR1-dependent genes**. Inflammation was induced by intravesical instillation of substance P or LPS into the bladder of WT and PAR1^-/- ^mice and compared to control (saline-treated); see methods for details. Twenty-four hours after, bladders were removed and the RNA was isolated for cDNA array experiments. Genes that were upregulated in response to inflammation in wild type mice and failed to be up-regulated in PAR1^-/- ^mice were considered to be PAR-1 dependent transcripts. PAR-1 dependent transcripts were used to query the Ingenuity Pathways Analysis [IPA] and based on EntrezGene and Gene Ontology annotations were distributed into relevant biological compartments and biological interactions.

**Figure 2:**
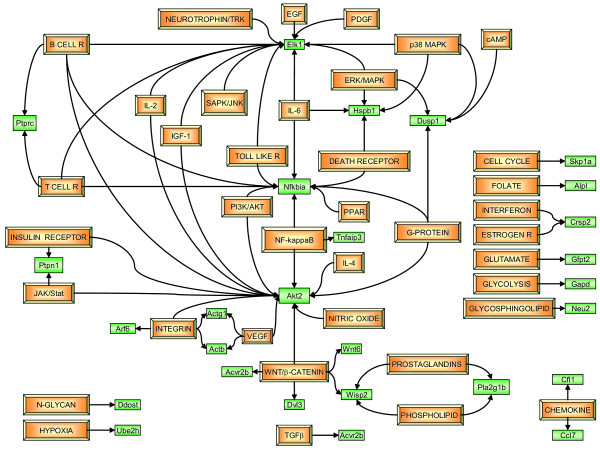
**Participation of PAR1-dependent genes in canonical pathways**. The experimental datasets of PAR1-dependent genes was used to query the Ingenuity Pathways Analysis [IPA] and overlaid to canonical pathways.

**Figure 3:**
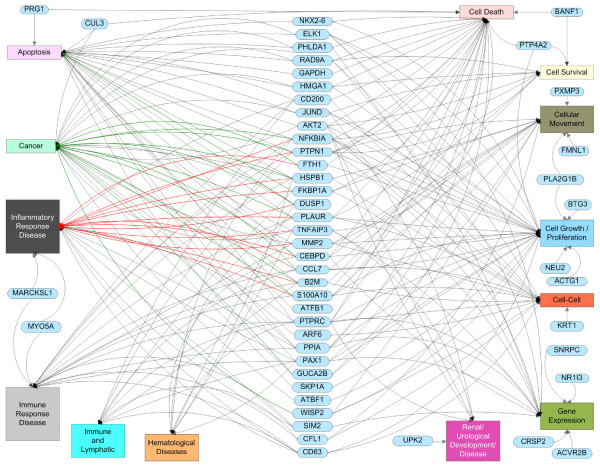
**Primary functions associated with PAR1-dependent genes**. The experimental datasets of PAR1-dependent genes was used to query the Ingenuity Pathways Analysis [IPA] and overlaid with primary functions and diseases.

**Figure 4:**
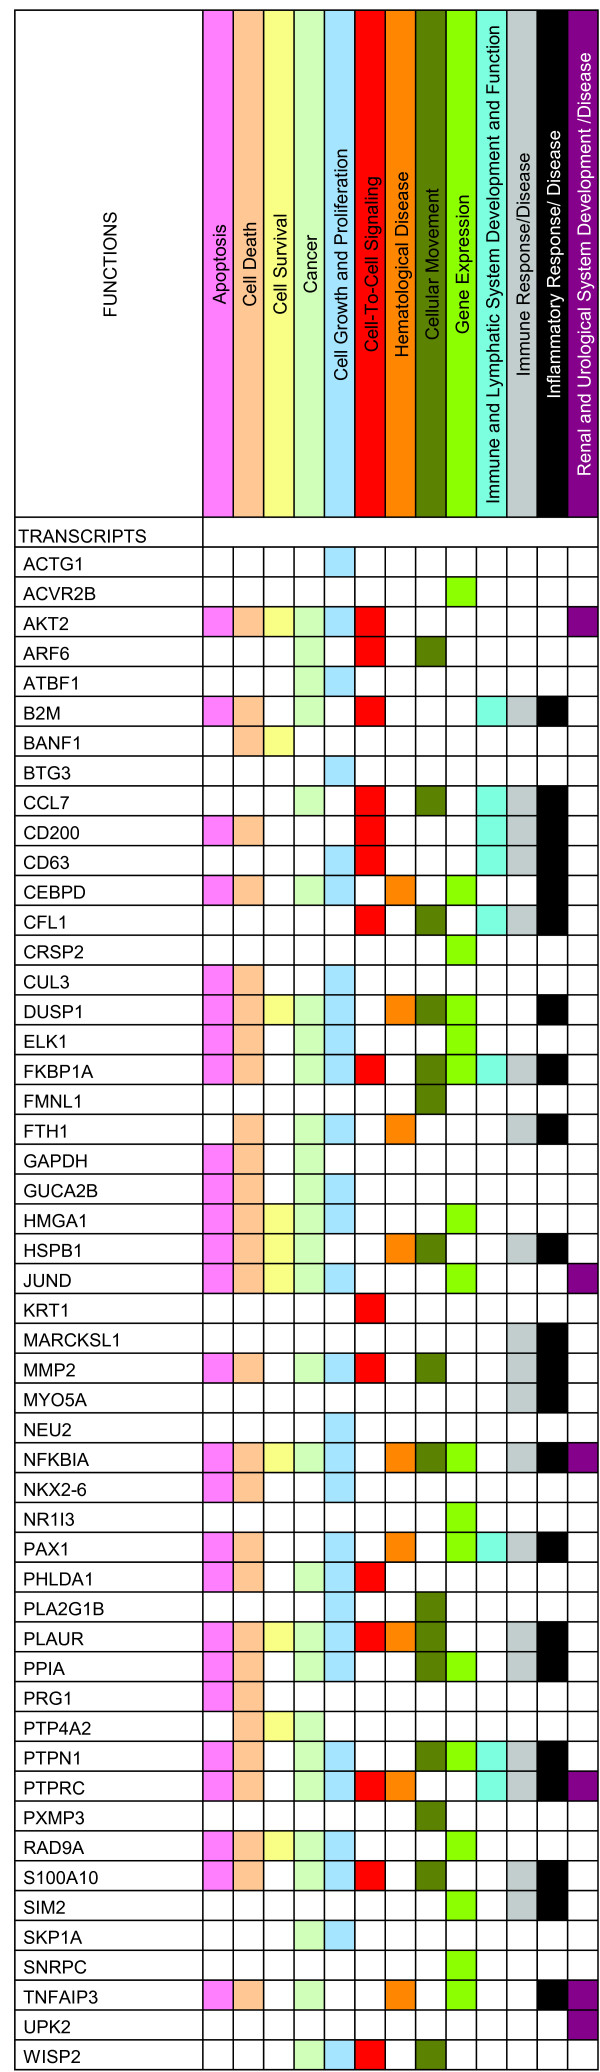
Functions and disease shared by PAR1-depend transcripts.

**Figure 5:**
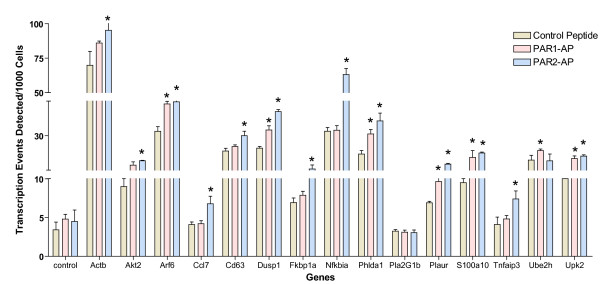
**Target validation by Q-PCR of Chromatin Immunoprecipitation (CHIP)-Based Assays**. For target validation, female C57BL/6J mice (n = 20 per group) were instilled with 200 μl of one of the following substances: control inactive peptide (LRGILS [94]) or PAR-activating peptides (PAR1-AP = SFFLRN [94]; PAR2-AP = SLIGRL [94]). Twenty-four hours after instillation, bladders were removed and frozen. Bladders were exposed briefly to formaldehyde for cross-linking of the proteins and DNA together, followed by sonication to fragment the DNA. An antibody against RNA polymerase II (Abcam) was then used to precipitate the DNA transcriptome that was isolated and then purified using phenol extraction and EtOH precipitation. The final CHIP DNAs were then used as templates for Q-PCR reactions using primer pairs specific for each gene of interest, additional material 2 (Table 2). Q-PCRs were run in triplicate and the averaged Ct values were transferred into copy numbers of DNA using a standard curve of genomic DNA with known copy numbers. The resulting transcription values for each gene were also normalized for primer pair amplification efficiency using the Q-PCR values obtained with Input DNA (un-precipitated genomic DNA). Results are presented as "transcription events detected per 1000 cells" for each gene tested. Error bars correspond to standard deviations from the triplicate Q-PCR reactions. Control represents an un-transcribed region of the genome. Asterisks indicate a statistical significant difference (p < 0.05).

**Figure 6:**
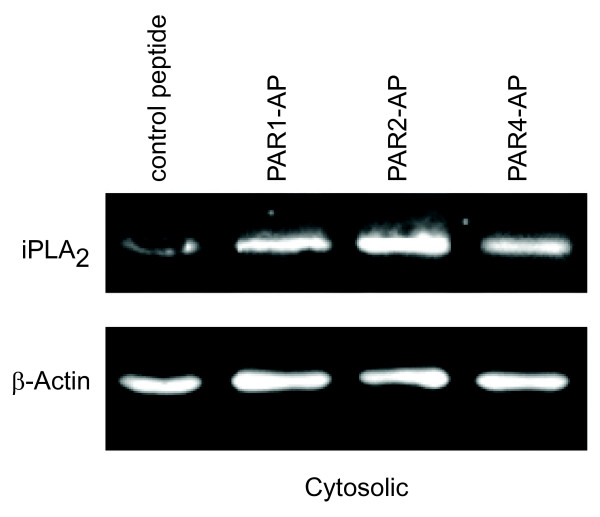
**PAR-APs induce up-regulation of iPLA_2 _in the mouse urinary bladder**. Cytoplasmic extract from the bladder mucosa of wild type mice instilled with PAR-APs- or control peptide were subjected to Western Blot analysis to measure relative concentration of iPLA_2_. Results are representative of four separate experiments.

**Figure 7:**
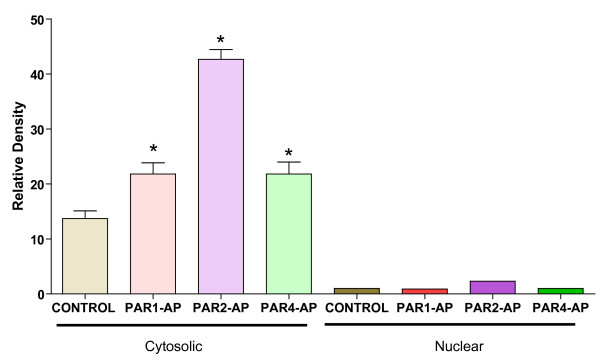
Average densitometric values of PAR-APs induce up-regulation of iPLA_2 _in the mouse urinary bladder (Figure 6).

# Supplementary material for: Regulatory network of inflammation downstream of proteinase-activated receptors
**Source:** BMC Physiol. 2007 Mar 30;7:3. doi: 10.1186/1472-6793-7-3
**Supplement:** Additional file 1 — PAR1-Dependent Transcripts. Table 1

TABLE 1A      PAR1- DEPENDENT TRANSCRIPTS

# Supplementary material for: Regulatory network of inflammation downstream of proteinase-activated receptors
**Source:** BMC Physiol. 2007 Mar 30;7:3. doi: 10.1186/1472-6793-7-3
**Supplement:** Additional file 2 — Primers for Q-PCR. Table 2

TABLE 2 PRIMERS FOR Q-PCR

| <i>SYMBOL</i> | <i>MOUSE REF</i> | <i>FORWARD PRIMER</i>    | <i>REVERSE PRIMER</i>     |
|---------------|------------------|--------------------------|---------------------------|
| Actb          | NM_007393        | tgataagtggccttggagtg     | ctcagggcaggtgaaactgt      |
| Akt2          | NM_007434        | acagttggcctcttggtgag     | ccctgcttagggaccacag       |
| Arf6          | NM_007481        | acgccatcatcctcatcttc     | agggctgcacataccagttc      |
| Ccl7          | NM_013654        | aactgaagcccaccactctc     | atgaccaggaatggatgag       |
| Cd63          | NM_007653        | gcacccacttctctgctctt     | gccatcccactcacttcttt      |
| Dusp1         | NM_013642        | gtcgccactcctcctgtg       | gcggtcaagtcattgttgtg      |
| Fkbp1a        | NM_008019        | agcaacaaccaggcacaag      | aggactttccaacgggtctc      |
| Mmp2          | NM_008610        | tgctccaagcaggtaagag      | accatgtgtcaatccctgtg      |
| Nfkbia        | NM_010907        | tggcctccaaacacacagt      | cctggtgcccttgttctatt      |
| Phlda1        | NM_009344        | agggcggggagagaagag       | ggaggatggcactgaacaag      |
| Pla2g1b       | NM_011107        | acctcctgtcctaccgactg     | ttccacctgtctccatctctg     |
| Plaur         | NM_011113        | ccaacaaccgatagcaaac      | atctggctggctacctgaac      |
| S100a10       | NM_009112        | aaataatggatgtttgtgttactg | agcaatcccaaagtgtctgtc     |
| Tnfaip3       | NM_009397        | ggtgcccgactggtattaag     | ctgtgggtcaatgctgagac      |
| Ube2h         | NM_009459        | aagaaaggcaaagatgcactg    | tttctactcccaaactacattaaac |
| Upk2          | NM_009476        | ccgagtacagaaggggacat     | tcggagcttagggaagtgtg      |

How the deposited data were processed for this re-analysis (not part of the article)

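Gene expression was measured with Clontech Atlas mouse plastic 5 K arrays, which carry 1 colour of radioactively labelled cDNA, on 10 pools of 8 mouse bladders each: WT and PAR1-/- bladders after saline at 24 h and after LPS and SP at 4 and 24 h. The authors quantified the spots with AtlasImage. The values used are scores that the authors deposited: the log2 of each value has a mean of 0 and a fixed SD over the 10 arrays of a gene, so each is 2 to the power of a standard score divided by 3. The design set before the data were examined had taken the values for intensities. The standardization is read from the values themselves, since the methods do not state it, and the values are not normalized between arrays.
Because spot intensities are whole numbers, the smallest whole numbers that give a probe's 10 scores were searched up to 3000, and accepted where fewer than 0.01 such matches were expected by chance. This recovered 4794 of 5030 probes, and the 236 others were left out. The search was tested on simulated data: of 2000 drawn probes 99.7% were recovered, 99.8% of these with the right numbers, and 0.75% of 2000 probes with moved values gave whole numbers. Ratios before normalization do not depend on a factor common to a probe's values. The levels assume that this factor is 1. For the 12 probes with a value under 15 on the WT array of LPS at 24 h, among them Dclk1 and Sufu, the level may be off by a factor.
Probes were named by the gene given with them: 4633 with 1 gene, 5 with several and 392 with none. The Entrez IDs of 4624 are in the RefSeq table, and no genome was used. Counts of genes cover 4767 genes with values, of which 4384 are named and each of the others is an unnamed probe counted as a gene.
The background mode of an array was the peak of a kernel density, its SD that of the values below the mode, and the threshold lay 3 SD above the mode. The kernel bandwidth was changed to R's default after a first choice placed the modes too high, and the rules for ratios with both values at the floor were also set after the data were seen. Arrays were scaled by robust linear regression (rlm of MASS 7.3.60.0.1) of log2 intensity on the mean of the 10 arrays over the 502 probes above background on all of them. In all 8 schemes of normalization were looked at. Before normalization the log2 75th percentiles of the arrays differed by up to 1.75, over the limit of 0.5 set for leaving the values as they were. Total intensity per array ran from 69106 to 275793. With 1 array per condition the precision of a single ratio cannot be estimated, beyond the spread between the saline arrays.
Each challenged array was compared with the saline array of its genotype, in 8 comparisons. A gene met the criterion when 1 of its probes had a ratio or lower bound above 3 in at least 1 WT comparison and no ratio or bound beyond 3-fold in the 4 PAR1-/- comparisons. The mirror criterion exchanges the genotypes. Across arrays, 2014 probes above background on at least 4 arrays were tested with limma 3.58.1 for the effects of genotype (PAR1-/- minus WT, paired by condition), time, stimulus (LPS minus SP), challenge against saline, and the interaction of genotype and challenge, at a Benjamini-Hochberg adjusted p of 0.05. The limma tests were tested on simulated data: of probes given a log2 difference of 2, 98.5% were called for genotype, 94% for time, 96.5% for stimulus, 95.5% for challenge and 23.5% for the interaction. No paired analysis of animals was possible because each array is a pool of its own mice.
Gene lists numbered 33, 9 from the paper and 24 from background knowledge, all written before the data were examined. The paper's lists are inflammation, WNT, tetraspanin and uroplakin, signal transduction, ubiquitin, PAR trafficking, cytoskeleton, transcription, and the genes of its Q-PCR of chromatin. The others cover inflammatory signalling, cell types and cell functions. The median ratio of a list with at least 3 ratios, bounds taken at their value, was placed among 10000 random lists matched on level, and lists were also tested with camera of limma at an inter-gene correlation of 0.01. The rule for naming genes, written before the data were examined, takes the listed genes that the paper's text names, the PAR, SP and LPS receptor genes, the 5 highest and 5 lowest ratios of each WT comparison, the 10 highest that meet the criterion and the 5 highest that meet its mirror, the genes past the adjusted p of a limma test, and up to 4 members of each list. Btg3, Rad9a, Myadm and Cstb fall outside it, as does Adamts1, which the paper names but does not list.
Alternatives set before the data were examined changed the floor, the normalization, the size and direction of the changes, the time points, the saline reference, the filter, the prior variance and the arrays used. Alternatives added after the data were seen were a common floor, a shift in place of the regression, equal medians and subtraction of the background mode. Others were another kernel bandwidth, the deposited scores, and leaving out the comparison of the WT array of LPS at 24 h with saline. Q-PCR, chromatin immunoprecipitation and Western blots were not analysed here. Calculations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, numba 0.67.0, scipy 1.17.1 and matplotlib 3.10.9, and R 4.3.3.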

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

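The tests of scaling between arrays, of the WT arrays of 4 h and of PAR1 genotype as explanations, and that of a floor before deposit, were chosen after the results were seen.
Tac2, a tachykinin gene, and Adcy6, an adenylyl cyclase gene, were higher on the 8 challenged arrays than on the 2 saline arrays, by a log2 difference of 2.27 (SE 0.35, adjusted p = 0.00481) and 1.62 (SE 0.30, adjusted p = 0.0254) in limma. Tac2 was under background on the WT saline array, where its value was raised to the threshold, so its log2 difference is not an exact size. The paper does not discuss either gene. Both were higher on 8 of 8 challenged arrays, and the number of genes called ran from 0 to 488 over the alternatives. Dclk1, a kinase of neurons and tuft cells, was higher after LPS than after SP by a log2 difference of 1.88 (SE 0.31, adjusted p = 0.0478), higher in 3 of 4 pairs, with both arrays at background in the other. Its intensities were 61 and 38 after LPS and SP at 4 h in WT bladders and 143 and 38 in PAR1-/- bladders. At 24 h they were 9 and 6 in WT bladders, both under background, and 162 and 7 in PAR1-/- bladders, the 7 under background. The log2 difference thus rests partly on values raised to the threshold and is not an exact size. The level of Dclk1 is less sure than its ratios, and the test called 0 to 136 genes over the alternatives, 0 without a floor.
F2r, the gene of PAR1, was at least 8.49-fold higher after LPS at 4 h than after saline in WT bladders, a comparison that the paper does not report. The mirror of the paper's criterion, up more than 3-fold in PAR1-/- bladders with no ratio or bound beyond 3-fold in WT bladders, was met by 43 genes. Masp1, a complement protease gene, was among them, at least 5.90-fold after LPS and at least 6.11-fold after SP at 4 h in PAR1-/- bladders.
More genes met the criterion in WT bladders (138) than its mirror (43). Scaling between arrays can turn this order: over 8 scalings the lowest ratio of the counts was 0.438, with the background mode subtracted and no normalization. Whether it rests on the WT arrays of 4 h cannot be told from the arrays of 24 h alone. Their ratio was 0.55, but 117 of the 138 genes were up at 4 h only, which fixes that outcome. That test was set aside after its value was seen. Exchanging arrays between the genotypes shows that the order goes with the 4 h arrays. With both 4 h arrays exchanged the WT and mirror counts were 43 and 125, and with both 24 h arrays exchanged 155 and 23. LPS at 4 h alone gave 67 and 88, and SP at 4 h alone 105 and 55. A WT count as large came in 4 of 16 exchanges, the real one included, with 155 the highest other count. These 4 left both 4 h arrays in place. The exchanges do not separate PAR1 genotype from another difference between the 4 h arrays, and 16 are too few for a share under 0.05. PAR1 genotype therefore stays open as a biological explanation beside the scaling between arrays.
The WT array of LPS at 24 h stood apart from the other 9 arrays. It had 86.5% of its probes at 1 value (the next highest array had 19.8%). Above background were 11.9% (the next lowest had 30.1%), by a threshold whose SD rests on 12 probes. The gaps were 0.823 and 0.519 of the range, both beyond Dixon's critical value for 10 arrays, and 7 measures were examined this way, of which chance would mark about 1 in 20. Its bright spots had a 99th percentile of 170, within 77.1 to 570 on the other arrays. That range includes dim arrays, so it does not decide whether the hybridization was weaker. The total intensity of 114664 lay above both saline arrays and the WT array of SP at 24 h. It lay below all other challenged arrays. Values set to a floor before deposit may be the source: 0.2503% of probes lay below 15 or between 15 and 29, against 49.3 to 65.6% over the same relative range on the others. No biological explanation was tested. Leaving out the comparison of this array with saline gave 134 genes that met the criterion, all among the 138, and 44 its mirror. The part of the array in the normalization, whose 502 probes lie above background on it, was not tested.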

How the results depend on the processing

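The alternatives with a common floor, a shift, equal medians or a subtracted background mode were chosen after the data were seen. So were those on the deposited scores, with another bandwidth and without the WT array of LPS at 24 h. The last leaves out the comparison of that array with saline. The cause of the changes below was not tested.
The 138 genes that met the criterion in WT bladders stayed within 1.5 times that number (94 to 193) without a floor, with a floor at the 25th percentile, under quantile normalization, where beyond 2-fold or only a rise counted as altered, with the mean of both saline arrays, a common floor, a shift, another bandwidth and without the WT array of LPS at 24 h. They became 283 without normalization, 382 with a ratio above 2, 66 where 1.5-fold counted as altered, 22 with the 24 h arrays only, 223 with equal medians, and 375, 342 and 301 with the background mode subtracted, followed by the regression, no normalization or a shift. The mirror count of 43 became 606 without normalization, 190 above 2-fold, 26 and 13 where 2-fold and 1.5-fold counted as altered, 28 with the mean saline, 21 with a common floor, 26 with a shift, 254 with equal medians, and 151, 781 and 112 with the background mode subtracted in the same order. The order of the WT and mirror counts reversed, with fewer genes in WT, without normalization, with equal medians, with the background mode subtracted and no normalization, and with the 24 h arrays only.
The 3 listed genes that met the criterion became 6 without a floor, 7 with a floor at the 25th percentile, 6 without normalization, 10 above 2-fold, 0 where 1.5-fold counted as altered, 0 with the 24 h arrays only, 1 with a common floor, 0 with a shift, and 6, 12 and 7 with the background mode subtracted in that order.
Without normalization the genes up more than 3-fold in WT bladders became 500 and 70 after LPS at 4 and 24 h and 967 after SP at 4 h, and in PAR1-/- bladders 497 and 473 after LPS and 1363 and 558 after SP. A common floor gave 8 after SP at 24 h in WT bladders, and 20 after LPS at 4 h and 11 and 15 after SP in PAR1-/- bladders. With no floor the PAR1-/- counts were 52 after LPS at 4 h and 36 and 48 after SP, and a floor at the 25th percentile gave 32 after SP at 4 h.
Without a filter on dim probes the limma counts at an adjusted p of 0.05 became 166 genes for genotype, 2955 for time, 136 for stimulus, 47 for challenge and 4 for the interaction. Genotype, with none, had 34 without normalization, 13 under quantile normalization, 3 with the background mode subtracted, 63 with a shift and 3 with an intensity trend. Time, with none, had 13 without a floor, 45 without normalization, 6 under quantile normalization, 1 with the background mode subtracted, 1 with a shift, 134 with a trend and 1 unpaired. Stimulus, with 1, had 0 without a floor, without normalization, with a common floor, with a shift, with probes above background on all arrays, unpaired and on the deposited scores, 6 under quantile normalization, 2 with the background mode subtracted and 19 with a trend. Challenge, with 2, had 1 without a floor, 488 without normalization, 34 under quantile normalization, 14 with a common floor (1 of them shared), 1 with a shift, 1 with probes above background on all arrays and 0 on the deposited scores. The interaction, with none, had 1 under quantile normalization and 82 with a common floor.
Leaving out a condition or an array gave 0 to 12 genes for genotype (12 without LPS at 4 h, 2 without SP at 4 h and 2 without SP at 24 h), 0 for time, 0 to 12 for stimulus (12 without LPS or SP at 4 h, 0 otherwise), 1 to 17 for challenge and 0 to 2 for the interaction (2 without LPS at 4 h, 1 without SP at 4 h). For challenge, leaving out LPS at 4 h gave 11, LPS at 24 h 5 and SP at 24 h 14. Among single arrays the WT array of SP at 24 h gave 17, those of LPS at 4 and 24 h 5 and 4, the PAR1-/- array of LPS at 24 h 5, and either saline array or the PAR1-/- array of LPS at 4 h 1. A lone saline array is assumed to vary like the other groups.
Without normalization 17 ratios of named genes beyond 3-fold below saline reversed, to log2 values above saline. In WT bladders after SP at 4 h they became 0.67 for B9d1, 0.35 for Myom2, 0.50 for Slc26a4 and 0.35 for Strap. In PAR1-/- bladders they became 0.23 for Ccl21a and 0.35 for Ppp1r17 after LPS at 4 h, 0.23 for Acta2 and 0.42 for Cbx2 after LPS at 24 h, 1.58 for Cbx2, 1.48 for Ccl21a, 0.57 for Gap43, 1.08 for Naca, 1.54 for Ppp1r17 and 0.88 for Snap91 after SP at 4 h, and 0.43 for Acta2, 0.33 for Cbx2 and 0.56 for Ppp1r17 after SP at 24 h. None beyond 3-fold reversed with the other floors or quantile normalization. Of the largest WT ratios of the named genes, 20 of 141 moved by more than the spread of the saline arrays without a floor and 20 with a floor at the 25th percentile, 1 of 133 under quantile normalization and 97 of 131 without normalization, and 18 had no value under an alternative. Of 12 list medians, 6, 6, 1 and 9 moved, and without normalization 5 changed sign: heat shock, lymphocyte and skeletal muscle (LPS at 4 h, WT), interferon (LPS at 4 h, PAR1-/-) and WNT (SP at 4 h, PAR1-/-). Low signal limits the ratios: 502 of 4794 probes were above background on every array.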

Differences from the paper's values

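The paper counts 75 genes as PAR1-dependent, and 138 met its criterion here. The methods give no number for a gene that was not altered, which was taken here as no ratio or bound beyond 3-fold. Of the alternatives set before the data were examined, the count fell within 1.5 times the paper's 75 where a change beyond 2-fold (103) or 1.5-fold (66) counted as altered and with the mean of both saline arrays (105). It did not without a floor (193), with a floor at the 25th percentile (189), without normalization (283), under quantile normalization (121), above 2-fold (382), with only a rise counted as altered (143) or with the 24 h arrays only (22). A common floor (94) and a shift in place of the regression (107), both chosen after the values were seen, also came within it, and they leave 1 and 0 of the paper's listed genes that meet the criterion, against 3.
The paper lists 75 genes, and 3 of the 70 with values met the criterion here. This number stayed below the paper's under every alternative set before the data were examined: 6 without a floor, 7 with a floor at the 25th percentile, 6 without normalization, 2 under quantile normalization, 10 above 2-fold, 2 and 0 where 2-fold and 1.5-fold counted as altered, 3 with only a rise counted as altered, 0 with the 24 h arrays only and 3 with the mean saline. With the background mode subtracted and no normalization, chosen after the values were seen, 12 met it. Against the 3, random draws of as many genes above background held 2.58 genes that met the criterion on average. The probe names and the order of the values were taken as given. Whether they match those that the authors used was not tested, so the 3 do not show that the listed genes fail. Over the whole list, 40 genes gave a ratio or bound in WT bladders. A ratio or lower bound was above 1.5 for 17 and above 2 for 10 in at least 1 comparison, which are minimum counts. None had a ratio or lower bound above 3 in PAR1-/- bladders. The paper asks for no alteration there, and Nkx2-6 reached 2.74-fold and Cstb 2.48-fold after LPS at 4 h.
For single genes, the paper has Pla2g1b up with LPS and SP in WT bladders and Dusp1 up, and here both were under background on all 10 arrays. By Q-PCR of chromatin, not analysed here, the paper reports Dusp1, Arf6, Cd63, Upk2, Ccl7 and Ube2h up after PAR-activating peptides. Pla2g1b was the exception there. The differences below concern the arrays only. On these the paper has further genes up. The paper has Arf6 and Dctn1 increased. Here Arf6 had normalized intensities of 22.2 after saline and 22.7 after LPS at 4 h in WT bladders. It was 0.741 times saline after SP at 4 h and 1.18-fold at 24 h there. Dctn1 was above background on no array. In the tetraspanin group that the paper calls up, Cd63 was 1.39-fold and 1.36-fold after LPS and SP at 4 h in WT bladders. In PAR1-/- bladders it was 1.53-fold and 1.31-fold. Adam3 was at most 0.959 times saline after LPS and 0.643 after SP at 4 h in WT bladders. Upk2 was above background in WT bladders after SP at 4 h alone.
Some listed genes lay below saline in WT bladders after normalization. Ccl7 was 0.296 times saline after LPS and 0.178 after SP at 4 h, Wnt6 was 0.720 and 0.465, and Ptprcap was 0.604 and 0.873. Without normalization Wnt6 was 1.48-fold and 1.62-fold and Ptprcap 1.17-fold and 3.04-fold, above saline, and Ccl7 stayed below. Of the ubiquitin genes, Ube2h was at least 2.79-fold after LPS at 4 h, Ubr1 was 0.765 times saline after SP at 4 h, and Mid2 and Pex2 were at most 0.575 and 0.426 times saline after SP at 4 h. Fth1, Btg3 and 1 probe of Rps29 were up more than 3-fold in WT bladders, with no ratio or bound beyond 3-fold in PAR1-/- bladders. The paper asks for no alteration in PAR1-/- bladders, without a number. There Fth1 ran from 0.961 to 1.82, and that probe of Rps29 was 0.486 after LPS and 0.437 after SP at 4 h. Btg3 was at least 1.80-fold after LPS and 1.82-fold after SP at 4 h there, bounds that leave more than 3-fold open. In WT bladders another Rps29 probe was at most 0.749 and 0.490 times saline after LPS and SP at 4 h, and the third gave no ratio at 4 h. Myo1a, which the list gives as a second symbol of another gene, also met both conditions and is not among the 3.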

Other observations

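The tests of chance placement, of the placement of related genes and of other splits of the arrays were chosen after the results were seen, and that of a local signal after mean signals per array row had been looked at.
At 4 h after LPS in WT bladders the cell cycle list had a median of 1.91-fold over 7 of 16 probes, bounds included, at the 99.3th percentile of random lists, with Pcna, the DNA polymerase clamp, at least 3.70-fold after LPS and Tk1, thymidine kinase, 3.20-fold after SP. On the same array the medians of heat shock genes (0.650, the 1.6th percentile), lymphocyte markers (0.749, the 0.4th) and skeletal muscle markers (0.696, the 1.5th) were low, and these 3 medians turned above saline without normalization, where the log2 median of all probes was 1.11. Prf1, the perforin of cytotoxic lymphocytes, was at least 3.49-fold after LPS at 4 h although the lymphocyte list was low. Smooth muscle markers had a median of 1.45-fold after SP at 24 h in WT bladders (the 98.2th percentile) and nerve markers 1.44-fold (the 99.2th), while chemokines were at 0.772 (the 1.9th). Acta2, smooth muscle actin, was 4.10-fold after LPS at 4 h in WT bladders and 0.340 times saline in PAR1-/- bladders (1.36-fold without normalization). Before normalization its intensities were 23 after saline and 194 after LPS at 4 h in WT bladders. In PAR1-/- bladders they were 112 and 152, so the rise stayed larger in WT bladders, from a lower saline value. Epx, eosinophil peroxidase, was 7.30-fold after LPS and 7.35-fold after SP at 4 h in WT bladders and 2.29-fold and 2.15-fold in PAR1-/- bladders, where it was 3.13-fold after LPS at 24 h, so it lies outside the criterion.
Over all lists and comparisons, 12 of 180 medians lay beyond the lowest or highest 2.5% of random lists, where 9 would by chance. Other groups held few genes with a ratio or lower bound above 3. Of 20 probes for fibroblasts and matrix, Timp3, a metalloprotease inhibitor, had one in WT bladders (at least 3.05-fold after LPS at 4 h), and Fbln1, a matrix glycoprotein, and Pdgfrb, a growth factor receptor of stromal cells, did in PAR1-/- bladders (at least 5.92-fold and 3.72-fold after LPS at 24 h). Of 31 ribosomal protein probes, Rpl30 (7.62-fold after LPS at 4 h) and Rps29 had one in WT and Rpsa (at least 3.11-fold after SP at 24 h) in PAR1-/- bladders. Myo1a, a myosin, and Rps29 had one among 24 housekeeping probes, Acr, the sperm protease acrosin, among 17 testis-restricted probes (at least 3.44-fold), and F2r among 3 PAR probes, all in WT bladders. None had a ratio or lower bound above 3 in either genotype among the probes for adipocytes (4), blood (2), complement and coagulation (15, without Masp1, which the list does not hold), endothelium (8), macrophages (10), mast cells (9), neutrophils (11), nerve (12), heat shock (8) and skeletal muscle (9). The same held for the paper's transcription genes (9 probes) and the genes of its Q-PCR of chromatin (21 probes). With camera the smallest adjusted p over the lists was 0.276, and 0.736 with the correlation estimated from the data.
The arrays form groups that cross the conditions. Over 502 probes, the saline arrays correlated at 0.856, the WT array of SP at 24 h with WT saline at 0.851, and the WT array of LPS at 24 h with PAR1-/- saline at 0.843. The 4 challenged PAR1-/- arrays correlated with each other at 0.831 to 0.911 and the WT arrays of 4 h at 0.821, while these correlated with WT saline at 0.508 and 0.514.
Probes for the paper's listed genes lie close together on the array: of 69 outside the control blocks, 24 pairs share a block, where random sets had 5.74 on average and 19 at most in 10000 draws (permutation p = 1e-04, the smallest these draws can give), so chance placement is argued against. Block J22 holds 6 of them among 13 probes, with Mmp2, Ubr1, Mid2, Cul3, Fmnl1 and Pex2. Placement of related genes in 1 block may contribute, since pairs of the gene lists shared a block 1.56 times as often as random sets, but that rests on 8 pairs against 5.12. A local signal on the WT arrays would raise the unlisted probes of those blocks: their median ratio lay at the 82.0th, 48.6th, 87.7th and 97.4th percentile for LPS at 4 and 24 h and SP at 4 and 24 h, the last just under the limit set beforehand and the highest of 4 comparisons, so this stays open. The rule set beforehand would have argued against it, and after the values were seen the rules of this test and of the one on related genes were changed to leave both open. Probes of the same gene had a median correlation of 0.14 over 33 pairs, and random pairs 0.33. Most of the 33 pairs had both probes above background on 1 array or none.
Other splits of the arrays into groups of the same sizes were tested to see whether chance could give the limma counts. Genotype called 0 genes, with 259 probes at an unadjusted p under 0.05, and 100 of 100 splits called as many (the highest other 2). Time called 0, with 313 at an unadjusted p under 0.05, and 32 of 32 splits called as many. The highest was 122, where both PAR1-/- SP arrays were grouped with the WT arrays of 24 h or with those of 4 h. The fit is paired, and these splits leave both arrays of each PAR1-/- pair in 1 group. The 122 therefore compare only the WT arrays of 24 h with those of 4 h. Some splits for time and for stimulus repeat the same paired fit, so the splits are not all independent. Stimulus called 1, and 23 of 32 splits called as many, with 31 the highest other. Every split calls at least 0 genes, so the splits say nothing about the counts for genotype and time. Chance is not excluded for the gene called for stimulus.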
